A study of Mus musculus with 13 samples.

How the data were processed

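Nuclei of whole frozen hippocampus from 13 female C3B6F1 hybrid mice were profiled by droplet single-nucleus RNA sequencing, with 1 library per mouse. Per the labels' protocols, nuclei were sorted after Hoechst staining and libraries were made with 10x Genomics 3' chemistry. The deposited values were UMI counts per gene and barcode, written by Cell Ranger 4.0.0 per the file headers, for 32285 Ensembl mouse genes. The genome build, the counting of intronic reads, the use of strand in counting, any correction for RNA from lysed cells and any removal of doublets by the authors were not stated in the labels or headers. Overlapping and antisense genes were therefore treated as uncertain, and no coordinates were used.

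The labels gave 4 groups: young mice fed ad libitum (5 months of age, n = 3), old mice fed ad libitum (24 months, n = 3), old mice on acute dietary restriction (24 months, restricted from 20 months, n = 3) and old mice on long-term dietary restriction (24 months, restricted from 5 months, n = 4). Replicates of the old ad libitum group were numbered 1, 2 and 4. The contrasts were ageing (old minus young, both ad libitum), long-term restriction (minus old ad libitum), acute restriction (minus old ad libitum) and long-term minus acute restriction. The labels stated no statistical design.

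Counts were read with Python 3.11.15, pandas 2.3.3 and scanpy 1.11.5. Barcodes were retained with at least 500 genes and at most 5% mitochondrial UMIs, which 105427 of 105759 barcodes passed. Scrublet scores were computed per library, and the highest-scoring 0.8% per 1000 retained barcodes (7386 barcodes, 7.01%) were removed as doublets. Clustering used 2000 variable genes, 30 principal components, 20 neighbours and the Leiden algorithm (leidenalg 0.10.2) at resolution 1, after scaling each nucleus to 10000 UMIs. Clusters were named from fixed marker lists, which required at least 3 raised markers and a mean marker log2 fold of at least 1. A cluster stayed unnamed where at least 50% of its barcodes were doublets, where its 10 leading genes held more markers of another class, or where its nuclei were shallow without leading markers. A cluster also stayed unnamed where at least 5 of its 10 leading genes were mitochondrial (cluster 48). A CA3 name was withheld where the hilar mossy cell genes Drd2 or Calb2 were among the leading genes (cluster 33, 373 barcodes). Neither rule was part of the marker lists fixed beforehand. Named classes are written as X-like. This left 80608 of 98041 retained nuclei in 15 classes, and 17433 nuclei in 26 unnamed clusters were in no share or sum.

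Raw counts were summed per mouse and class. A sum needed at least 20 nuclei, and a class needed at least 2 mice in each of the 4 groups, which 10 classes met. The rule set beforehand asked this only of the groups of a contrast, which would add 6 fits in Cajal-Retzius-like, mural-like and fibroblast-like nuclei. These were run after the data had been seen, in edgeR alone, and gave 124 calls, all in Cajal-Retzius-like nuclei. They are left out of all counts, alternatives, splits and gene set tests. Sums were tested with edgeR 4.0.16 (TMM factors, filterByExpr by group, robust quasi-likelihood fits over all 13 mice) in R 4.3.3. P-values were adjusted by the Benjamini-Hochberg method within each class, and a gene was called in a class at an adjusted p below 0.05. A call is thus a pair of a gene and a class. Log2 CPM values per mouse used a prior count of 2. With 3 mice against 3, no permutation test of a single value can go below p 0.1, and with 3 against 4 none can go below 0.0286.

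Fixed gene sets, 12 in number, were tested with camera in limma 3.58.1 at a preset correlation between genes of 0.01, where at least 5 genes passed the filter in a class. Adjustment ran over all 348 tests of the 4 contrasts. The sets were microglial activation, interferon response, MHC class I, reactive glia, immediate early genes, clock output, clock genes of opposite phase, glucocorticoid response, fasting response, heat shock, cholesterol synthesis and oxidative phosphorylation. For microglial activation, 22 of 23 listed genes were in the matrices, and for the clock genes of opposite phase 6 of 7 were. The other sets were present in full. The same sets were tested with fry and with a correlation estimated per set.

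Return was the share of ageing calls whose log2 fold change under restriction had the opposite sign. Similarity was the Spearman correlation across genes between the fold changes of long-term and acute restriction, as the median over classes. Since these contrasts shared the old ad libitum libraries, 20 simulations of unchanged groups, with genes drawn independently, gave values without an effect. Shares of the 15 classes among named nuclei were compared as log2 odds by an exact permutation test of the between-group F statistic over 1201200 assignments, adjusted over the 15 classes. Differences between a pair of groups used exact two-sided permutation tests. Intervals of single shares are exact binomial intervals at the 95% level and cover counting error only.

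Genes named in the text followed a rule. For each contrast, these were the 10 calls of smallest adjusted p with an absolute log2 fold change of at least 0.5, an average log2 CPM of at least 4 and no overlap between the groups' values per mouse. At most 10 genes called in at least 3 classes in a single direction, and called genes of a gene set that passed, were eligible as well. The text names only part of these set genes, and 1 gene is not reported here. The groups, tests, marker lists, gene sets, naming rule and the alternatives, apart from those named as added, were chosen before the data were examined.

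Alternatives to these choices were DESeq2's size factors, DESeq2 1.42.0 itself, no filter on low counts, fits of only the groups compared, replicate or file number as a block, median UMIs per nucleus as a covariate, adjustment over all classes, a stricter filter on nuclei (1000 genes, 1% mitochondrial UMIs), doublets kept, equal numbers of nuclei (at most 100 per mouse and class), Leiden resolution 0.5, and each library left out in turn. Alternatives added after the data had been seen were a term that set the libraries numbered 1 apart, the libraries numbered above 1 alone, removal of the trend of each library's values with gene length (lowess span 0.3), pairs of these, and the covariate for further results. Gene spans and overlaps came from a GENCODE mouse annotation matched by Ensembl identifier (32235 of 32285 genes, 99.8%), used only for lengths and neighbours because the build of the files was not stated.

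The tests were checked on simulated counts with 200 genes changed by a log2 fold of 1. For ageing, edgeR recovered 45.4% of the changed genes in granule-like nuclei, 41.0% in oligodendrocyte-like nuclei, 27.5% in astrocyte-like nuclei and 0% in endothelial-like nuclei. For long-term restriction it recovered 50.3%, 56.3%, 39.6% and 0% in the same classes. Of the simulated ageing calls, 10.1% were false in granule-like, 4.8% in oligodendrocyte-like, 3.6% in astrocyte-like and 15.8% in CA3-like nuclei. For long-term restriction 4.8%, 10.5% and 6.0% were false in granule-like, oligodendrocyte-like and astrocyte-like nuclei. In endothelial-like nuclei the only call, for long-term restriction, was false. Figures were drawn with matplotlib 3.10.9.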

Results

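Gene expression was measured as UMI counts in single nuclei of the hippocampus of 13 female mice: 3 young mice fed ad libitum, 3 old mice fed ad libitum, 3 old mice on acute dietary restriction and 4 old mice on long-term dietary restriction. The matrices held 105759 barcodes and 742437104 UMIs. Young ad libitum libraries held 64959595, 39824010 and 46181535 UMIs. Old ad libitum libraries (replicates 1, 2 and 4) held 44325065, 74021154 and 53363502. Acute restriction libraries held 76504996, 47336926 and 70803973, and long-term restriction libraries held 80538090, 53693589, 38546292 and 52338377. Barcodes per library ranged from 3524 in old ad libitum replicate 1 to 12368 in acute restriction replicate 3. Median UMIs per retained nucleus were 6952.5, 3688 and 5292.5 in young mice and 11200, 6620.5 and 7534.5 in old ad libitum mice. They were 7535, 6130.5 and 5190 under acute restriction and 6870, 6025, 8629 and 5958 under long-term restriction. Xist, the transcript expressed from the inactive X chromosome, was detected in 92.9% to 98.9% of nuclei per library, and UMIs of Y-linked genes numbered 21 to 58 per library.

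After filtering, 98041 nuclei remained in 50 clusters. The 24 named clusters comprised 40425 dentate granule neuron-like, 10011 oligodendrocyte-like, 8145 CA1 pyramidal neuron-like, 7378 astrocyte-like, 5085 inhibitory neuron-like, 2853 oligodendrocyte precursor-like, 1628 microglia-like, 1477 subicular or cortical excitatory neuron-like and 1443 CA3 pyramidal neuron-like nuclei. Smaller classes were 791 fibroblast-like, 386 mural cell-like, 380 endothelial-like, 334 Cajal-Retzius neuron-like, 180 macrophage-like and 92 committed oligodendrocyte precursor-like nuclei. Oligodendrocyte-like nuclei numbered 47 to 1652 per library and had a median of 1885 UMIs, against 6376 in granule-like nuclei. CA3-like sums were tested in 11 libraries and endothelial-like sums in 9.

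The 4 libraries numbered 1, with 1 in each group, differed from the other 9. In a fit with group and a term for number 1, edgeR called 9569 pairs of gene and class at an adjusted p below 0.05 for that term, of which 3826 were in granule-like and 60 in oligodendrocyte-like nuclei. Oligodendrocyte-like nuclei made up 0.831% to 4.22% of named nuclei in the libraries numbered 1 and 9.15% to 27.2% in the others (edgeR on numbers of nuclei, adjusted p 5.6e-05, lower in 4 of 4 libraries). Number 1 was therefore treated as a batch that crosses the groups, and values with it as a term are given beside the pooled ones.

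Ageing was addressed by comparing old with young mice fed ad libitum. Over 10 classes and 104156 tests, 1711 calls were made in 5 classes, of which 988 were higher and 723 lower in old mice. Unadjusted p-values below 0.05 numbered 18559, where 5207.8 would arise by chance. A term for number 1 gave 7309 calls, which included 1706 of the 1711. In proportion, the alternative that moved the count most was median UMIs per nucleus as a covariate, which left 23 calls, 21 of them among the 1711. In that fit 1708 of the 1711 kept their direction, the median change was 79.7% of that without the covariate, and the standard error was 1.48 times as large. Over whole libraries, median UMIs per nucleus were higher in old than in young ad libitum mice with 1 exception. Old replicate 2 (6620.5) lay below young replicate 1 (6952.5). The covariate was the median within each class, and in the 5 classes with calls these medians did not overlap. In granule-like nuclei they were 7089.5 to 12799 in old and 3876.5 to 6587 in young mice. In oligodendrocyte-like nuclei they were 1988 to 3169 and 1182 to 1661. Depth per nucleus and age were therefore confounded for these calls. The count also depended on single libraries, with 220 calls without young replicate 2, 4279 without young replicate 1, 433 without old ad libitum replicate 2, 691 without old ad libitum replicate 4 and 1129 without acute restriction replicate 2.

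By class, ageing gave 898 calls in oligodendrocyte-like nuclei (421 higher, 477 lower), 568 in granule-like (418 higher, 150 lower), 167 in precursor-like (95 higher, 72 lower), 45 in astrocyte-like (37 higher, 8 lower) and 33 in microglia-like nuclei (17 higher, 16 lower). A term for number 1 gave 1154, 3528, 653, 376 and 76 calls in the same order of classes, and DESeq2 gave 470, 1773, 182, 164 and 36. Both put granule-like ahead of oligodendrocyte-like nuclei, so the order of these classes depended on the method. In the other 5 classes edgeR gave 0 calls without a term for number 1. The unadjusted p was below 0.05 for 2547 genes in CA1-like, 2651 in inhibitory-like, 1325 in subicular-like, 1086 in CA3-like and 126 in endothelial-like nuclei, and DESeq2 called 327, 328, 28, 65 and 0 genes there. Given a term for number 1, edgeR called 496, 807, 114, 105 and 0 genes in these classes. Whether classes differed in their response was not tested, except for pairs of classes with calls of opposite sign. Granule-like nuclei pooled 4 clusters, and their mix differed with age. Cluster 1 held 2220 of 3549, 3366 of 4552 and 2125 of 3779 granule-like nuclei in young replicates 1, 2 and 3. In old ad libitum replicates 1, 2 and 4 it held 359 of 795, 1220 of 3882 and 649 of 2576. Clusters were not fitted separately, so granule-like fold changes do not separate this shift from changes within nuclei. Of the 1711 calls, 1417 (82.8%) had no overlap between the values of the 3 old and 3 young mice. Chance gives 10% for 3 against 3 in genes that were not selected, but these calls were selected by p-value in the same mice, so the share describes them and is no test. Cajal-Retzius-like nuclei, fitted later and not part of these counts, gave 119 ageing calls (63 higher, 56 lower; 2 mice against 2).

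**Figure D1:**
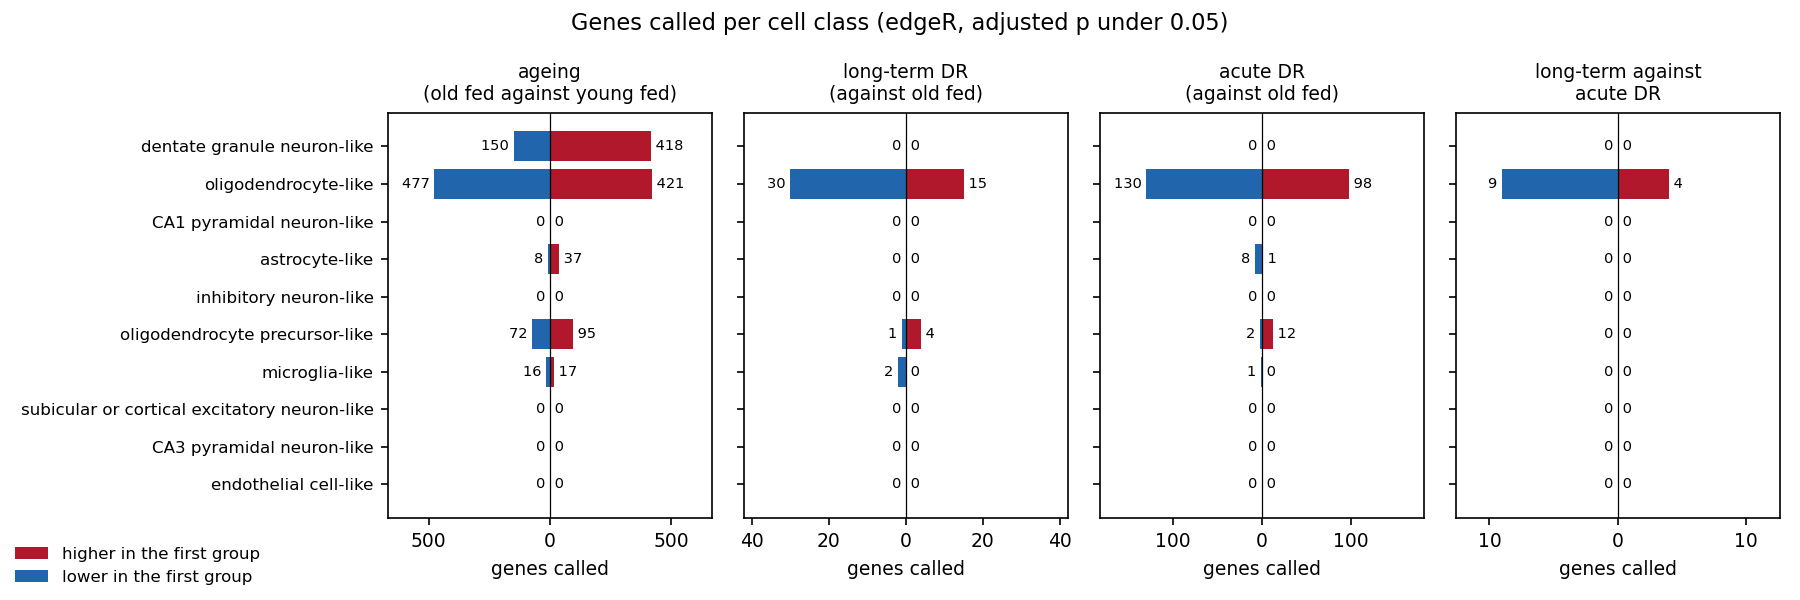
Genes called per cell class in each of the 4 contrasts (edgeR, adjusted p below 0.05), drawn as bars of genes higher and lower in the group named first; the x axes, in genes, differ between panels. Oligodendrocyte-like nuclei held 898, 45, 228 and 13 calls. For ageing, a term for number 1 reversed the order of oligodendrocyte-like and granule-like nuclei (1154 and 3528 calls).

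The ageing call of smallest adjusted p was Cdh8 (ENSMUSG00000036510) in oligodendrocyte-like nuclei. Its expression was 9.16 ± 0.08 log2 CPM (SD, n = 3) in old and 6.49 ± 0.18 (n = 3) in young ad libitum mice, from 206 to 1884 UMIs and 8 to 91 UMIs per sum. The log2 fold change was 2.66 ± 0.15 (SE; edgeR adjusted p 4.26e-13), 2.67 with number 1 as a term and 2.07 after removal of the gene length trend. Eya4 rose by a log2 fold of 2.03 in the same class. In precursor-like nuclei, Chrm3 (1.76), Ebf1 (1.50) and Cdh18 (1.00) were higher in old mice, as were Camk2d (1.64) and Grm8 (1.83) in granule-like nuclei and Cadm1 (1.43) in microglia-like nuclei. Each of these genes was higher in 3 of 3 old mice than in every young mouse, as the naming rule required. In oligodendrocyte-like nuclei, Dgki (1.10) and Robo1 (1.11) also rose, but after removal of the length trend their log2 fold changes were 0.41 and 0.30 and neither was called by edgeR. Annotated genes overlap Cdh8 and most of the other genes named here on the same or opposite strand, so UMIs of neighbours may be included in their values.

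Ageing calls shared between classes were few: 46 genes were called in 3 or more classes and 218 in 2 or more. Cadm1 and Lrmda were higher in old mice in 5 classes, by log2 folds of 0.43 to 1.43 and 0.71 to 1.04, and Fgf12 was higher in 4 (0.42 to 0.81). Gm32250 was lower in 4 classes, with log2 fold changes between -1.61 and -1.43. C130073E24Rik and Kcnq1ot1 were higher, and Mettl23, Igf2bp3, Gm28501 and 1700030F04Rik lower, in 3 classes each. Kcnq1ot1 lies opposite Kcnq1 and Mettl23 overlaps Srsf2, Mfsd11 and Jmjd6, so these assignments are uncertain. After removal of the gene length trend, edgeR called Lrmda in 0 of the 5 classes, Fgf12 in 0 of the 4 and Cadm1 in 1 of 5, microglia-like nuclei. The change of Lrmda in oligodendrocyte-like nuclei was then -0.12 and that of Fgf12 was -0.058, against 0.74 and 0.63 before.

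Ageing fold changes followed gene length. Across genes, which are not independent replicates, the Spearman correlation of the ageing log2 fold change with gene span was 0.328 to 0.531 in 9 classes and 0.0194 in endothelial-like nuclei. Genes called higher in old mice had median spans of 160 kb in granule-like and 287 kb in oligodendrocyte-like nuclei, against 11.7 kb and 16.7 kb for genes called lower. A length index, the mean log2 CPM of genes with spans in the highest quartile minus that of genes in the lowest, was higher in the 10 old than in the 3 young mice by 0.53 in granule-like nuclei (exact two-sided permutation p 0.0035, adjusted over 10 classes 0.00699; all 10 old mice lay above the young ones). That is the smallest p the design allows. After removal of median UMIs per nucleus and of number 1, the difference in residuals was 0.23 (exact permutation p 0.0559, adjusted 0.135). With age in the same fit as these terms, it was 0.37. With the length trend removed from each library, 696 ageing calls were made, of which 561 were among the 1711.

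**Figure D2:**
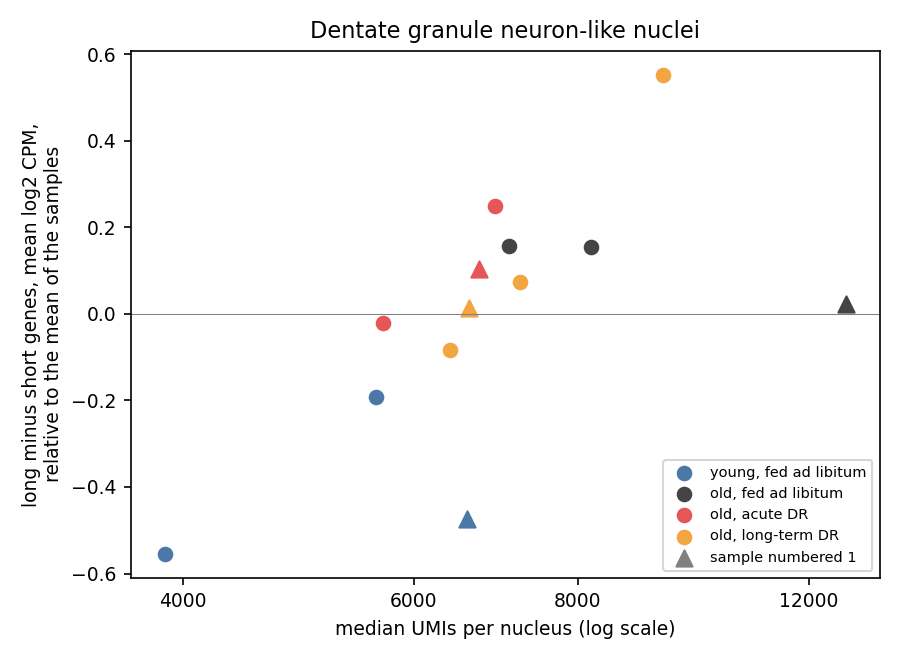
Length index of granule-like nuclei (mean log2 CPM of long minus short genes, relative to the mean of the samples) against median UMIs per nucleus on a log axis, with 1 point per mouse, groups in colours and libraries numbered 1 as triangles. The 3 young mice had the lowest index values, and old exceeded young mice by 0.53 on average.

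Long-term restriction was compared with ad libitum feeding at the same age. This gave 52 calls in 3 classes (19 higher, 33 lower under restriction), from 5079 unadjusted p-values below 0.05 where chance gives 5207.8. Oligodendrocyte-like nuclei held 45 of the calls (15 higher, 30 lower), precursor-like 5 (4 higher, 1 lower) and microglia-like 2 (both lower). With number 1 as a term there were 138 calls, including all 52, and with median UMIs as a covariate 23, including 20 of the 52. Removal of the gene length trend gave 44 calls, including 26 of the 52. In oligodendrocyte-like nuclei the median span was 399 kb for genes called lower and 30.9 kb for genes called higher. Without long-term restriction replicate 3 the count was 175, and without its replicates 2 and 4 it was 6 and 17. Leaving out old ad libitum replicates 1, 2 and 4 gave 30, 21 and 10. In the other 7 classes edgeR gave 0 calls. There, unadjusted p-values below 0.05 numbered 725 in granule-like, 707 in CA1-like, 594 in astrocyte-like, 372 in inhibitory-like, 404 in subicular-like, 282 in CA3-like and 78 in endothelial-like nuclei. DESeq2 called 11, 1, 0, 0, 0, 1 and 0 genes there. In edgeR with a term for number 1, 7 genes were called in astrocyte-like nuclei, 1 each in granule-like, CA1-like and CA3-like nuclei and 0 in the other 3 classes. Cajal-Retzius-like nuclei, fitted later and not part of these counts, gave 5 calls, all lower under restriction (2 mice against 2), and mural-like nuclei 0.

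Adamts2 (ENSMUSG00000036545) had the smallest adjusted p for long-term restriction. In oligodendrocyte-like nuclei it was at 4.90 ± 0.48 log2 CPM (SD, n = 4) under restriction and 6.64 ± 0.07 (n = 3) in ad libitum mice, with 6 to 89 and 38 to 316 UMIs per sum. The log2 fold change was -1.60 ± 0.19 (SE, edgeR adjusted p 2.86e-05). It was lower in 4 of 4 restricted mice, as the naming rule required. Piezo2 (-3.93), Gm816 (-1.31), Pllp (-1.06), Csmd2 (-1.03), Opalin (-0.92), Tmem132d (-0.87) and Sema6d (-0.64) were lower in the same class. Tmem132d and Sema6d were not called after removal of the length trend. The Piezo2 value rested on 1 to 8 UMIs per restricted sum. In precursor-like nuclei Pou3f1 (1.21) and Rph3a (1.04) were higher. The remaining precursor-like calls, named after their values were seen, were Ccnd1 (0.96), Hip1 (0.72) and Zfp608 (-0.60), and the microglia-like calls, likewise, were March3 (-1.36, adjusted p 0.0332) and Lrmda (-0.83, adjusted p 0.0165). Neither microglia-like call was kept after removal of the length trend.

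Acute restriction, begun 4 months before sampling, gave 252 calls against old ad libitum mice in 4 classes (111 higher, 141 lower), from 5403 unadjusted p-values below 0.05. Oligodendrocyte-like nuclei held 228 of the calls (98 higher, 130 lower), precursor-like 14 (12 higher, 2 lower), astrocyte-like 9 (1 higher, 8 lower) and microglia-like 1. The latter was Nlrp1b (-1.57, adjusted p 0.0243), named after its value was seen. With number 1 as a term there were 458 calls, including all 252, and with median UMIs as a covariate 44, including 40. Removal of the gene length trend gave 253, including 194. The count was 94 without acute restriction replicate 2, 106 without its replicate 3, and 107 and 98 without old ad libitum replicates 2 and 4. Of the 252 calls, 235 (93.3%) had no overlap between the groups' values, which again describes selected genes (chance gives 10% in genes that were not selected). In the other 6 classes edgeR gave 0 calls. Unadjusted p-values below 0.05 numbered 955 in granule-like, 480 in CA1-like, 466 in inhibitory-like, 316 in subicular-like, 304 in CA3-like and 78 in endothelial-like nuclei, and DESeq2 called 48, 2, 1, 0, 0 and 0 genes there. In edgeR with a term for number 1, 26 genes were called in granule-like nuclei, 1 each in CA1-like and CA3-like nuclei and 0 in the other 3 classes.

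The acute restriction call of smallest adjusted p was Phyhd1 (ENSMUSG00000079484) in oligodendrocyte-like nuclei. It was at 5.82 ± 0.49 log2 CPM (SD, n = 3) under acute restriction and 3.07 ± 0.29 (n = 3) in ad libitum mice, with 11 to 255 and 2 to 27 UMIs per sum. Its log2 fold change was 2.97 ± 0.28 (SE; edgeR adjusted p 1.52e-07; higher in 3 of 3 restricted mice). Hif3a (3.30), Plin4 (2.57) and Pdk4 (2.48) rose in the same class. Adamts2 (-1.69), Opalin (-1.39), Tmem132d (-1.36), Dcc (-1.30), Eml1 (-1.21) and Pde4d (-1.04) fell in these nuclei. All 10 had no overlap between the 3 restricted and 3 ad libitum mice, as the rule required.

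**Figure D3:**
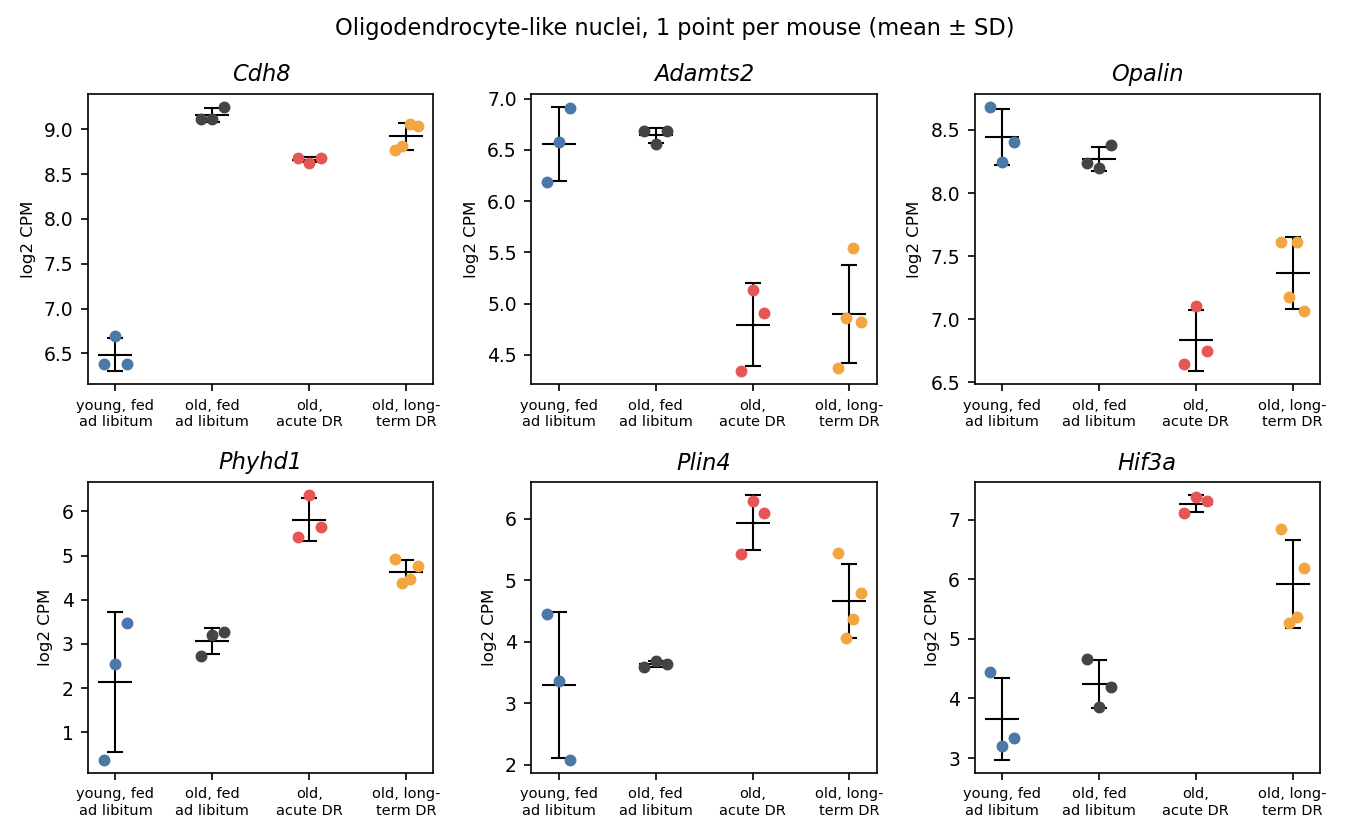
Log2 CPM of Cdh8, Adamts2, Opalin, Phyhd1, Plin4 and Hif3a in oligodendrocyte-like nuclei of the 4 groups, with 1 point per mouse and the group mean ± SD. Cdh8 averaged 9.16 in old and 6.49 in young ad libitum mice, and Phyhd1 averaged 5.82 under acute restriction against 3.07 in old ad libitum mice.

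Both kinds of restriction were compared in oligodendrocyte-like nuclei. Of the 45 long-term and 228 acute calls there, 36 were shared, all in the same direction, and 27 of the 36 had the larger change under acute restriction. The acute calls had the same sign under long-term restriction in 223 cases (97.8%), with a median absolute log2 fold change of 0.93 under acute and 0.52 under long-term restriction. These calls share the old ad libitum libraries, which raises such overlaps without an effect, and the acute values were those of selected genes. Among the acute calls, 61 were also ageing calls, 56 of them with the opposite sign.

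Long-term against acute restriction, which shares no ad libitum library, gave 13 calls, all in oligodendrocyte-like nuclei (4 higher, 9 lower under long-term restriction). Unadjusted p-values below 0.05 numbered 3177, where chance gives 5207.8. Adding number 1 as a term gave 30 calls, including all 13, with 2 in precursor-like and 1 in endothelial-like nuclei. Removal of the gene length trend gave 24, including 12 of the 13, but not Robo1. The count was 5 without acute restriction replicate 2 and without its replicate 3, 7 without its replicate 1, 7 without long-term restriction replicate 4 and 43 without its replicate 1. Of the 13 calls, 12 were also acute calls, and for 11 the long-term value lay between those of old ad libitum and acute restriction mice. Eml1 (ENSMUSG00000058070) was at 8.45 ± 0.12 log2 CPM (SD, n = 4) under long-term and 7.47 ± 0.08 (n = 3) under acute restriction. Its log2 fold change was 1.01 ± 0.14 (SE, edgeR adjusted p 0.000299). It was higher in 4 of 4 mice, as the naming rule required. 9330188P03Rik (1.38), A230001M10Rik (0.86) and Robo1 (0.61) were higher, and Pdk4 (-1.53), Hif3a (-1.48), Phyhd1 (-1.47), Por (-0.93), Galnt17 (-0.76) and Dtnb (-0.73) lower, under long-term restriction. In the other 9 classes edgeR gave 0 calls. There, unadjusted p-values below 0.05 numbered 411 in granule-like, 391 in CA1-like, 333 in astrocyte-like, 314 in inhibitory-like, 419 in precursor-like, 173 in microglia-like, 321 in subicular-like, 124 in CA3-like and 42 in endothelial-like nuclei. DESeq2 called 3 genes in granule-like and 2 in endothelial-like nuclei, and 0 in the other 7.

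Fixed gene sets were tested in each class, 87 tests per contrast. Camera passed 14 tests for ageing, 7 for long-term restriction, 16 for acute restriction and 18 for long-term against acute restriction. Of these, 2, 0, 2 and 1 held under fry, and 0 held with a correlation estimated per set, so most camera calls rest on its preset correlation. With number 1 as a term, 13, 7, 16 and 17 of them were kept. With the gene length trend removed, 5, 7, 16 and 18 were kept. MHC class I passed in no class, with a smallest adjusted camera p of 0.323 over 8 tests, each with an unadjusted p above 0.05, and the clock genes of opposite phase are given with the clock output set.

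For ageing, oxidative phosphorylation genes were lower in old mice in 8 classes, with median log2 fold changes from -0.74 in microglia-like to -0.44 in astrocyte-like nuclei (smallest adjusted camera p 1.21e-07, subicular-like, median -0.64). With the gene length trend removed, only subicular-like and CA1-like nuclei kept that call. Reactive glia genes were higher in astrocyte-like nuclei (median 0.68, adjusted camera p 1.45e-05, fry 0.00531). In that set 6 genes passed when adjusted over the list alone, and C4b (1.94, adjusted p 0.00469) and Osmr (1.56, 0.0458) were called over all genes. Interferon response genes were higher in astrocyte-like nuclei (0.27) and fasting response genes in granule-like nuclei (0.34). The latter did not pass with number 1 as a term. Immediate early genes were lower in CA1-like (-0.84), heat shock genes in inhibitory-like (-0.57) and microglial activation genes in subicular-like nuclei (-0.93). Of the 14 ageing tests that passed camera, 2 held under fry, 0 with an estimated correlation and 5 with the gene length trend removed.

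Under acute restriction, glucocorticoid response genes were higher in oligodendrocyte-like nuclei, with a median log2 fold change of 1.49 over 15 genes (adjusted camera p 1.18e-23, fry 0.0742). Adjusted over the list alone 11 of the 15 passed, and 8 were called over all genes: Hif3a, Sgk1 (2.89), Plin4, Pdk4, Fkbp5 (2.41), Cdkn1a (2.32), Nfkbia (2.01) and Tsc22d3 (0.62). In precursor-like nuclei the same set rose (median 0.76), with Hif3a (2.34) and Fkbp5 (1.06) called. Clock output genes were higher in oligodendrocyte-like nuclei (median 0.59, adjusted camera p 1.05e-08, fry 0.0317), where Per2 (1.60), Per1 (1.53) and Tef (0.79) were called. The medians of clock output genes were above 0 in 8 of 9 classes, and those of the clock genes of opposite phase were below 0 in 6 of 8. Cholesterol synthesis genes were lower in astrocyte-like nuclei (median -0.76, adjusted camera p 1.47e-22, fry 0.0244). Adjusted over the list alone 11 of them passed, and Insig1 (-1.65) and Msmo1 (-0.96) were among those called over all genes (adjusted p 0.0467 each). Long-term restriction gave smaller medians for the same sets: -0.64 for cholesterol synthesis in astrocyte-like nuclei (adjusted camera p 9.19e-15, fry 0.0742), 0.51 for the glucocorticoid response and 0.42 for clock output in oligodendrocyte-like nuclei (0.000209 each). Tested directly, the glucocorticoid response in oligodendrocyte-like nuclei was lower under long-term than under acute restriction (median -0.95, adjusted camera p 2.31e-20, fry 0.203). Interferon response genes were lower under long-term than under acute restriction in microglia-like nuclei (-0.67, adjusted camera p 3.39e-05, fry 0.00543).

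Whether restriction moved expression opposite to ageing was asked of the 1711 ageing calls. Under long-term restriction 1461 of them (85.4%) had the opposite sign, against 72.55% to 75.03% in 20 simulations of unchanged groups with shared controls. Under acute restriction 1411 (82.5%) did, against 70.8% to 74.3%. The simulated libraries varied less than the real ones, with 5179 ageing calls on average against 1711, so the simulated shares can lie below what shared controls alone give. Simulated genes were also drawn independently of each other, so the simulated ranges can be too narrow. Other splits of the long-term restriction and old ad libitum mice gave long-term shares of 46.2% to 96.3%. Long-term against acute restriction, which shares no library with the ageing contrast, had the opposite sign at 923 calls (53.9%), against 48.2% to 52.1%. Classes differed in this share, with 46.3% in oligodendrocyte-like, 51.1% in astrocyte-like, 59.9% in precursor-like, 63.4% in granule-like and 72.7% in microglia-like nuclei. The simulated range is for all classes together. Long-term against acute restriction compares the kinds of restriction with each other, so it does not itself test a change opposite to ageing. The median ratio of the restriction change to the ageing change was -0.28 for long-term and -0.27 for acute restriction, against -0.15 in the simulations. The alternative that moved the acute share most was the covariate of median UMIs, with 65.2% of only 23 ageing calls. With the covariate and number 1 together it was 87.7% of 106 ageing calls. With number 1 alone as a term the long-term and acute shares were 82.9% and 79.7%. Oligodendrocyte-like nuclei had shares of 89.5% and 90.3%, and granule-like nuclei 81.5% and 73.1%.

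Fold changes of long-term and acute restriction were correlated across genes, which are not independent replicates. The median Spearman correlation over 10 classes was 0.619, and it ranged from 0.509 in subicular-like to 0.682 in granule-like nuclei. Simulated unchanged groups that shared the old ad libitum libraries gave medians of 0.488 to 0.507. Genes were drawn independently in these simulations, so this range can be too narrow. Other splits of the long-term restriction and old ad libitum mice gave 0.414 to 0.624. For the real groups the median was 0.616 with number 1 as a term and 0.571 with libraries numbered above 1 alone.

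Shares of the 15 classes among named nuclei were compared over the 4 groups. The exact permutation test found 0 classes at an adjusted p below 0.05 and 2 at an unadjusted p below 0.05. These were precursor-like (p 0.021) and committed precursor-like nuclei (p 0.0257; adjusted p 0.192 each). The test of numbers of nuclei in edgeR likewise gave 0 adjusted and 1 unadjusted class, committed precursor-like nuclei (p 0.0208, adjusted p 0.312). Permuted within the libraries numbered 1 and within the others, 4 classes had an unadjusted p below 0.05, and the smallest adjusted p was 0.132. Without long-term restriction replicate 3, 2 classes passed, with a smallest adjusted p of 0.0136. Simulated shifts of 1 in log2 odds were found in 3 of 15 classes and shifts of 2 in 6 of 15, for shifts of the young group. Smaller shifts were not simulated.

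Precursor-like nuclei made up 2.63% ± 0.18 of named nuclei (SD, n = 3) in young mice, 5.29% ± 1.02 (n = 3) in old ad libitum mice, 3.24% ± 0.62 (n = 3) under acute and 3.64% ± 1.02 (n = 4) under long-term restriction. Committed precursor-like nuclei made up 0.188% ± 0.028, 0.178% ± 0.069, 0.048% ± 0.023 and 0.0576% ± 0.0393 in the same order, from 0 to 15 nuclei per mouse. The share was at most 0.083% in each of the 7 restricted mice and at least 0.115% in each of the 6 mice fed ad libitum. Long-term restriction replicate 3 had 0 of 3094 nuclei, which allows a share of up to 0.119% (exact binomial). Against old ad libitum mice, the difference in log2 odds was -1.71 for long-term (exact permutation p 0.0286, n = 4 and 3) and -1.85 for acute restriction (exact permutation p 0.1, n = 3 and 3), which are the smallest p-values these designs allow. The long-term difference includes replicate 3, so its size depends on how a count of 0 is handled. Granule-like nuclei made up 60.4% ± 4.3 in young and 42.2% ± 10.3 in old ad libitum mice (exact permutation p 0.1, n = 3 each).

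**Figure D4:**
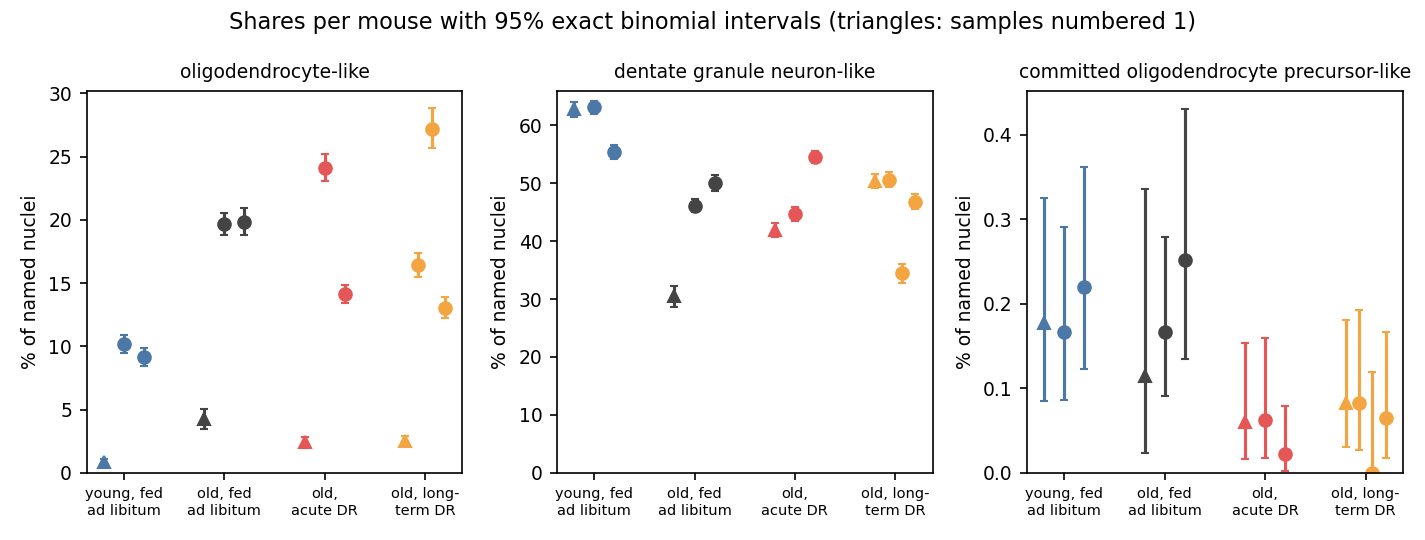
Share of named nuclei per mouse, in percent, for oligodendrocyte-like, granule-like and committed precursor-like nuclei, with 95% exact binomial intervals that cover counting error only; libraries numbered 1 are triangles. Committed precursor-like nuclei were at most 0.083% of the nuclei of each restricted mouse and at least 0.115% in each mouse fed ad libitum.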

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

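Among the tests in this part, the removal of the gene length trend and the test of cluster 48 were chosen only after the result was seen. The gene lists for clusters 39 and 47 were chosen after the leading genes of these clusters had been seen, but before the values of the other listed genes. Dixon's test for a mouse far from the other 3 of the long-term restriction group, over 40 quantities (shares, depth and genes named for restriction), found none above its 95% critical value, which only a very large gap exceeds with 4 mice. Replicate 3 had the highest length index in each of the 8 classes with 4 mice, with gap ratios of 0.535 to 0.812, also below that value.

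Robo1 was singled out because its ageing change ran in opposite directions in a pair of classes, with calls in both. It was higher in old than in young ad libitum mice in oligodendrocyte-like nuclei (log2 fold change 1.11) and lower in granule-like nuclei (-1.401). The difference between the classes in log2 CPM, taken in each mouse and then compared between old and young mice, was 2.52 (exact permutation p 0.1, n = 3 against 3, the smallest p this design allows). A gene length trend as the whole cause is argued against, since with the trend removed the fitted changes still differed by 2.07, with 0.30 in oligodendrocyte-like and -1.78 in granule-like nuclei. The rise in oligodendrocyte-like nuclei was itself reduced by that removal, and a trend with length may account for much of that part. RNA from other cells cannot be told apart from a change within oligodendrocyte-like nuclei. The reason is that Robo1 rose by 0.51 in the sum of the 10 tested classes, the direction that such RNA would give. That direction is opposite to the change in granule-like nuclei. Overlapping annotated genes and an effect of age in either class stay open as untested.

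Nckap5 was singled out for the same reason in another pair of classes. Its ageing change was 0.45 in precursor-like and -0.76 in oligodendrocyte-like nuclei by the edgeR fits. The difference between the classes in log2 CPM, taken in each mouse as for Robo1, was 1.08 (exact permutation p 0.1, n = 3 against 3, again the smallest possible). With the gene length trend removed, the fitted changes were 0.09 and -1.55, which differ by 1.64, and this argues against the length trend as the whole cause of the difference. The rise in precursor-like nuclei was itself reduced by that removal, and a trend with length may account for much of that part. In the sum of the 10 tested classes Nckap5 rose by 0.36. RNA from other cells may also have raised the precursor-like value, and this part cannot be told apart from a change within the class, while the fall in oligodendrocyte-like nuclei runs against it. An effect of age stays open as untested.

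Cluster 39, left unnamed, was singled out because 88.7% of its nuclei, doublets included, came from long-term restriction replicate 1. After doublet removal, 156 of 179 nuclei came from that library and the other 23 from 7 libraries. Tissue next to the hippocampus was tested with 12 genes listed for the medial habenula, of which 4 had already been seen among the leading genes of the cluster. Of the 8 others, 7 had over 4 times the CPM of the other nuclei, among them Nwd2 at 7603 against 129 CPM. The exception was Slc18a3, with 0 UMIs in the cluster. The values are consistent with habenular tissue taken with the hippocampus of that mouse, a candidate source. These nuclei were in no share or sum. No biological explanation was tested, since the design names none for a single mouse.

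Cluster 47, also unnamed, drew 70.5% of its nuclei, doublets included, from acute restriction replicate 2, and 31 of 42 after doublet removal. A list of 12 genes of cerebellar granule cells held 3 that had already been seen in the cluster. Of the 9 others, 7 had over 4 times the CPM of the other nuclei, and the exceptions were Kcnd2 (3.44 times) and Rbfox3 (2.57 times), which the other nuclei of that library also expressed, at 4118 and 499 CPM. The values are consistent with cerebellar tissue in that sample, a candidate source. The median of 2034 UMIs per nucleus, against 6144 in the other nuclei, left few UMIs for most listed genes, with 53 for Etv1, 10 for Zic1, 8 for Pax6, 3 for Cbln1 and 1 for Neurod1. No biological explanation was tested.

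Cluster 48, also unnamed, drew 52.5% of its nuclei, doublets included, from young ad libitum replicate 1, and 20 of 39 after doublet removal. In all, 37 of the 39 came from the 4 libraries numbered 1, so the cluster goes with that number and not with a single library. Mitochondrial genes led it. The nuclei from that library had a median of 0.208% mitochondrial UMIs, against a median of 0 in the other nuclei. Mitochondrial RNA outside the nucleus is a candidate source, but the cluster was recognised by these genes, so this test cannot tell it from another origin, and what sets the libraries numbered 1 apart was not tested. No biological explanation was tested.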

How the results depend on the processing

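Alternatives chosen only after the data had been seen were number 1 as a term, libraries numbered above 1 alone, removal of the gene length trend, pairs of these with each other or with the covariate, and the covariate for return, similarity and gene sets, and so was the size of changes under the covariate. The others were planned. The cause of a change was not tested unless a sentence states it.

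For ageing (1711 calls), DESeq2's size factors, doublets kept and Leiden resolution 0.5 kept the count within 1.5 times, at 1534, 1727 and 1773. No filter on low counts gave 3125, DESeq2 3373, only the groups compared 1106, file number as a block 5185, the stricter nuclei filter 950 and adjustment over all classes 991. Equal numbers of nuclei gave 140, by construction from fewer UMIs. The covariate of median UMIs gave 23, and with number 1 as a term 106. Number 1 alone gave 7309, libraries numbered above 1 alone 6947, length removal 696 and length removal with number 1 3447. Leaving out 1 library at a time gave 220 to 4279, and 8 of 13 counts stayed within 1.5 times.

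For long-term restriction (52 calls), size factors, DESeq2, the groups compared, the stricter filter, doublets kept, Leiden 0.5 and length removal gave 44 to 63. No filter gave 266, file number as a block 169, the covariate 23, equal numbers of nuclei 8 and adjustment over all classes 10. Number 1 as a term gave 138, libraries above 1 alone 109, length removal with number 1 195 and the covariate with number 1 91. Leaving out 1 library gave 6 to 175.

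For acute restriction (252 calls), DESeq2 gave 216, size factors 236, the block of file numbers 319, the stricter filter 215, doublets kept 200, Leiden 0.5 246 and length removal 253. No filter gave 494, the groups compared 484, the covariate 44, equal numbers of nuclei 22 and adjustment over all classes 125. Number 1 as a term gave 458, libraries above 1 alone 396, length removal with number 1 562 and the covariate with number 1 100. Leaving out 1 library gave 94 to 319.

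For long-term against acute restriction (13 calls), no filter gave 75, file number as a block 29, the covariate 7, equal numbers of nuclei 2 and adjustment over all classes 5. Number 1 as a term gave 30, libraries above 1 alone 72, length removal 24, and length removal with number 1 49. The covariate with number 1 gave 17, and size factors, DESeq2, the groups compared, the stricter filter, doublets kept and Leiden 0.5 gave 10 to 13. Leaving out 1 library gave 5 to 43.

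The replicate numbers of the labels do not pair the mice. Among pairs of libraries numbered 1, 58 of 60 correlations of deviations from group means were over 0.1, but among equal numbers above 1 only 45 of 91 were, and 28 were below 0. With the replicate block, the counts were 5664 for ageing, 243 for long-term, 468 for acute and 45 for long-term against acute restriction, and the gene set tests passed were 20, 11, 16 and 17. Under the block, the return was 87.6% and 86.6%, the similarity 0.600, and edgeR found 0 classes that differed in share after adjustment (smallest adjusted p 0.156) and 3 at an unadjusted p below 0.05.

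The simulated values of return were made for the full set of libraries without covariates, so the alternatives have no simulated value of their own. Return under long-term restriction was 77.0% to 90.4% when 1 library was left out, 91.3% with the covariate and 80.8% without the class with most calls. Under acute restriction it was 77.9% to 90.2% without 1 library, but 65.2% with the covariate and 73.8% without the class with most calls, against 70.8% to 74.3% in the simulations. The values with the covariate alone rest on 23 ageing calls. With the covariate and number 1, the return under acute restriction was 87.7% of 106 ageing calls. With libraries numbered above 1 alone it was 92.5%. Similarity was 0.526 to 0.718 when 1 library was left out.

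Gene set tests passed for ageing numbered 9 with length removal, 8 with length removal and number 1, and 9 with the covariate and number 1. With the replicate block, long-term restriction had 11 in place of 7. An estimated correlation gave 0 in all 4 contrasts, where the correlation was set per gene set rather than preset, and fry gave 2 for ageing, 0 for long-term, 2 for acute and 1 for long-term against acute restriction. When 1 library was left out, 9 to 23 tests passed for ageing, 5 to 13 for long-term, 12 to 25 for acute and 14 to 23 for long-term against acute restriction. Classes that differed in share numbered 0 to 2 when 1 library was left out, with 2 only without long-term restriction replicate 3.

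The 75 named combinations of gene, class and contrast kept direction and call in 1755 comparisons over 29 alternatives, were no longer called in 384 and reversed in 5. Equal numbers of nuclei, DESeq2, the stricter filter on nuclei and fits of only the groups compared gave no value for some of them. Lrmda reversed to -0.12 in oligodendrocyte-like nuclei with length removal, to -0.14 with length removal and number 1, and in microglia-like nuclei to -0.11 with the latter. Fgf12 reversed to -0.058 and -0.041 in oligodendrocyte-like nuclei under the same alternatives. Lost calls were most frequent under the covariate (44 of 75), the covariate with number 1 (37) and equal numbers of nuclei (35 of 56). Number 1 as a term lost 0 of the 75 calls in edgeR. In endothelial-like nuclei, with sums from 2 mice per group in these contrasts, none of the simulated changes was recovered for ageing or long-term restriction, and the cause was not tested. Under the covariate the acute restriction calls kept a median of 92.9% of their change, with standard errors 1.27 times as large, and the long-term calls 95.5%, with 1.07 times.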

Other observations

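In this part, the counts of splits and the tests of depth and of RNA from other cells on long genes, of depth, of RNA from other cells and of gene length on the calls, of the glucocorticoid and clock sets and of committed precursors were chosen only after the result was seen.

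Other splits of the same mice into groups of the same sizes were tested in place of the real one. For ageing calls, 1 of 10 splits gave as many, the real one, and the next gave 49. For acute restriction calls, 1 of 10 did, and the next gave 5. For 3 mice against 3 the share of splits cannot fall below 0.1 whatever the data, so the splits alone cannot exclude chance for these counts, although no other split came near the 1711 and 252 calls of the real ones. For long-term restriction calls 3 of 35 splits gave as many, and for long-term against acute restriction calls 3 of 35, so chance is not excluded. Of the larger long-term splits, that with 80 calls put both libraries numbered 1 on one side, and that with 128 did not. Among the larger splits of long-term against acute restriction, that with 33 calls did so, and that with 51 did not. With number 1 as a term, the real splits gave 138 and 30 calls.

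Of the gene set counts, 5 of 10 splits for ageing, 24 of 35 for long-term, 3 of 10 for acute and 8 of 35 for long-term against acute restriction were as large, so chance is not excluded. Splits with both libraries numbered 1 on one side were among these in each contrast. The real splits gave 19, 10, 16 and 18 with number 1 as a term. For the return under long-term restriction 13 of 35 splits were as large, for the return under acute restriction 2 of 10, and for the similarity 2 of 35, so chance is not excluded for these either. The larger splits for the similarity (0.624) and for the return under acute restriction (88.1%) each put both libraries numbered 1 on one side. With that number as a term the real values were 0.616 for the similarity, 82.9% for the return under long-term and 79.7% under acute restriction.

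Long genes were higher in old than in young mice in granule-like nuclei and 8 other classes. Depth per nucleus may contribute: after removing median UMIs and number 1, the length index of granule-like nuclei differed between old and young mice with an exact permutation p of 0.0559 (10 against 3). That removal also takes out the part of an age difference that runs with depth. With age in the same fit the difference was 0.37, against 0.53 without adjustment, so depth and age cannot be told apart here. RNA from outside the nucleus was tested through the effect of number 1 within the restricted groups. Its Spearman correlation across genes with the ageing change was 0.131 in granule-like nuclei and -0.034 to 0.119 in the other 9 classes, which is small and of no known error, as genes are not independent replicates. With gene span the effect of number 1 correlated at -0.263 to -0.042 over the 10 classes, the opposite direction to ageing. That number 1 stands for such RNA is an assumption, so this explanation stays open. RNA from other cells would give all classes a similar profile, but the correlation of the ageing change with gene span in granule-like nuclei, 0.468, was in the range of the other classes and decides nothing. A biological effect of age on long genes stays open as untested.

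Ageing calls may depend on the length trend in part. With it removed, 561 calls were kept in the same gene, class and direction, which argues against the trend as their whole cause. The other 1150 were not kept, and for these the trend and a change of each gene cannot be told apart. Depth per nucleus was tested on all ageing calls through slopes on log2 median UMIs within the restricted groups, where age is constant. Old mice had more median UMIs on average than young mice in each class, and the slope had the sign of the ageing change for 66.0% of the calls, and 27 of 144 permutations gave as much (permutation p 0.188), so depth is neither shown nor excluded as a contributor.

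CPM in a class was compared with that in the sum of the 10 tested classes, the class itself included. In oligodendrocyte-like nuclei, 68.9% of the genes called higher with age had a lower CPM than in that sum, against 38.97% of genes not called. This is consistent with RNA from other cells as a source of part of these calls, since such RNA raises genes that are more abundant elsewhere. It does not single out any gene. In granule-like nuclei the values ran the other way, with 55.3% of the genes called higher against 63.0% of genes not called. They ran as in oligodendrocyte-like nuclei in astrocyte-like (59.5% against 37.6%), precursor-like (45.3% against 41.4%) and microglia-like nuclei (29.4% against 14.5%). An effect of age stays open as untested.

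The acute restriction calls in oligodendrocyte-like nuclei were tested in similar ways, with depth slopes taken within the young and long-term restriction groups, which this contrast does not use. Median UMIs of this class were 1577 to 1890 in acute restriction mice and 1988 to 3169 in old ad libitum mice, so depth predicts slopes opposite to the acute change. This held for 68.0% of the calls, and 4 of 144 permutations gave as much (permutation p 0.0278), which is consistent with depth as a contributor. With median UMIs as a covariate only 36 of the 228 stayed called, but all 228 kept their direction, with a median of 92.9% of their change and standard errors 1.28 times as large. Of the calls in both directions together, 31.1% were genes of lower CPM there than in the sum of the 10 tested classes. Among genes not called the share was 40.2%. The shares were 22.4% for genes called higher and 37.7% for genes called lower. With the length trend removed, 174 of the 228 were kept. RNA from other cells and the length trend are therefore each argued against as the whole cause. Depth per nucleus, other differences between these 6 mice and an effect of acute restriction stay open. The share of genes of lower CPM was 51.1% for the 45 long-term restriction calls in this class, against 40.0% of genes not called, and the source of those calls was not tested further. Simulated unchanged groups gave 5.75 acute calls on average over all classes, against 252, although the simulated libraries varied less than the real ones.

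Glucocorticoid response genes had a median log2 fold change above 0 under acute restriction in 9 of 10 classes, from -0.09 to 1.49. A hormone signal that reaches every class would give this, and the values are consistent with it. The set was fixed, but the test over classes was chosen from the same data, and classes of one mouse are not independent. Stress at sampling, which the labels do not describe, would give the same and stays open. For clock output genes, another phase of the clock at sampling may be the cause, which predicts that clock genes of opposite phase fall. Their median was below 0 in 6 of 8 classes under acute restriction, with a median over classes of -0.09, which cannot decide between a shift of phase and a change in output. The hours of feeding and of sampling were not used here.

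Committed precursors were rarer in restricted mice. Tissue taken at dissection would change their share together with that of precursors, so the log2 ratio of committed precursor-like to precursor-like nuclei was compared. It was lower by 1.69 on the log2 scale in 7 restricted than in 6 fed mice (exact permutation p 0.00583). Among old mice alone the difference was -1.15 (exact permutation p 0.1, 7 against 3), and without long-term restriction replicate 3, which had 0 such nuclei, it was -0.76 (exact permutation p 0.131, 6 against 3). Within the old mice the ratio therefore does not exclude dissection, although each restricted mouse had a lower share of committed precursors than each old ad libitum mouse. Dissection and a lower number of such nuclei under restriction may both contribute, and the 92 nuclei in all limit any finer test.

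Unequal counts also arose between libraries of a group. The number 1 libraries had higher Gapdh, Fth1, Cst3 and Hspa8 in 8 classes and, by the edgeR test of numbers of nuclei, lower shares of oligodendrocyte-like, Cajal-Retzius-like and microglia-like nuclei and higher shares of CA3-like, endothelial-like, fibroblast-like and inhibitory-like nuclei (adjusted p below 0.05 each). The genes named here were chosen after their values were seen, and no cause was tested. Other genes were lower in these libraries: 24 genes were called higher and 45 lower in 7 or more classes. In granule-like nuclei 1551 of the 3826 calls were higher.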
